A study of Mus musculus with 21 samples.

How the data were processed

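RNA-seq was performed on mouse embryonic stem cells in 7 groups of 3 libraries, 21 libraries in all, and the labels place the groups in 2 experiments. Every library came from 1 parental line of 129S6/SvEvTac background that carries a GFP reporter with TRIM71 binding sites and expresses the nuclease Cas9. Per the labels' protocols, cells were grown on gelatin in serum with LIF, RNA was purified on columns with DNase treatment, and libraries were made with a stranded total RNA kit. The series' design text states that the replicates are biological.

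The authors deposited 1 table with a row for each of 22512 genes, identified by Ensembl gene ID. Per the file headers, it holds raw read counts and RPKM values for each of the 21 libraries and a gene length named for the program QuasR. The raw counts, as deposited, are whole numbers that were not normalized, and library totals differ between libraries. The deposited RPKM values are counts per kilobase of the deposited gene length and scaled to a library size that was 0.962 to 1.05 times the column total. Per the file headers, the gene length was deposited in bases, and it was used here only for a trend in length. The aligner and its version, the genome build, the annotation, the gene filter and whether strand was used in counting are not stated by the labels or the headers. The lowest row total was 17 counts, so genes with fewer reads over all libraries did not appear in the table. Each row named a gene, and no column of per-sample values was left unused. Raw counts entered all tests, and RPKM served only for checking units.

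A symbol was given by the table or by matching Ensembl IDs to GENCODE M21 (GRCm38), in which 22480 IDs were found. After matching, 22492 rows had a symbol. The table itself gave none for 4789 rows. All coordinates, strands, overlaps between genes and 3′ UTR sequences were taken from GENCODE M21 on GRCm38, 1-based. They describe that annotation and not necessarily the one used for counting. Because the use of strand in counting is not stated, genes that overlap another gene were reported as uncertain, as were members of families of near-identical copies.

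Library totals ran from 29.6 M to 50.8 M counts in Experiment 1 and from 33.9 M to 57.9 M in Experiment 2. The 10 most abundant genes held 6.59% to 8.23% of counts in Experiment 1 and 5.20% to 7.66% in Experiment 2. At this depth the median standard error of a log2 fold change was 0.11 for Trim71KO against W and 0.12 for T6B_WT against T6B_MUT. Replicates were compared pairwise by a chi-square test of their counts. The statistic per degree of freedom was 4.10 to 100.5 in the 21 pairs, so that no pair agreed within sampling noise and each library was counted as 1 replicate. In a principal component analysis of all libraries, the first component held 57.0% of the variance and separated the experiments, and the second held 18.3%. The groups of one experiment therefore were not tested against those of the other except through differences of fold changes. Levels of Ccr4 and of the Zscan4 sum were set side by side across experiments without a test.

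Groups were taken from the titles and treatment labels. Tests were run with edgeR 4.0.16 (quasi-likelihood F test with robust dispersion, TMM normalization, Benjamini-Hochberg adjustment) in R 4.3.3. The 9 libraries of Experiment 1 were fitted together, the 12 of Experiment 2 together, and all 21 together for tests of a difference between experiments. Genes passed filterByExpr with a minimum count of 10. This left 21210, 21505 and 22258 genes in these fits, and 20588 genes were tested in both experiments. A gene was called at an adjusted p under 0.05. Standard errors were derived from the log2 fold change and its F statistic. TMM factors lay between 0.956 and 1.03. CPM were computed on the TMM-scaled library size. Experiment 2 has no group of unedited cells with empty plasmid, so T6B_MUT was the control there, and plasmid and genotype differ together in its knockout comparisons.

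Genes to be named were chosen by a rule. For each of the 5 comparisons with a control, these were the 3 genes with the largest increase and the 3 with the largest decrease among called genes with a mean log2 CPM of at least 2, a symbol, and no overlap of CPM between the groups. To these were added the 5 genes with the largest smallest increase over both Experiment 1 knockouts and T6B_WT, and a fixed set made of Trim71, Ago1 to Ago4, Tnrc6a to Tnrc6c, Dicer1, Pou5f1, Nanog, Sox2 and both target lists. The lists were 7 published TRIM71 targets and 15 published targets of the miR-290 and miR-302 microRNAs, of which 14 were tested (Irf2 was not analysed here). Both lists were written from general knowledge, and Cdkn1a and Rbl2 are on each. The design, groups, alternatives and this rule were fixed before the data were examined. A list of 12 genes that mark 2-cell-like cells was chosen after the Zscan4 values were seen, and so were the neighbours of Ccr4 and the medians of chromosomes.

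Sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01), two-sided, and p-values were adjusted over the family of 14 set tests. The 5 sets taken from Experiment 1 held genes called at an absolute log2 fold change of at least 0.5. Genes with a match to the seed of miR-290 and miR-302 in the annotated 3′ UTR (AGCACTT) were compared with genes without one, with the shuffled heptamer ACTAGCT as control. Alternative backgrounds were matched on 3′ UTR length and expression. Correlations of log2 fold changes were computed across genes, which are not independent replicates. Because both knockouts of Experiment 1 were compared with the same W libraries, unchanged groups were simulated against those libraries 100 times, and 20 of the simulations were fitted in full. The correlation was also computed from means of log2 CPM with 1 W library for one knockout and the other 2 for the other, in all 6 ways.

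Alternatives were DESeq2 size factors, DESeq2 1.42.0, no low-count filter, a CPM over 1 in 3 libraries, an absolute log2 fold change of at least 1, fits of the 2 compared groups alone, a prior count of 2, the replicate number as a block, fry, an estimated inter-gene correlation and leaving out each library in turn. A further one, removal from each library of a smooth trend in gene length and GC content (splines with 4 degrees of freedom), was chosen after seeing the data. Other splits of the compared libraries were refitted, all 10 for each pair of groups and 100 drawn splits for each test between experiments.

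The scripts were tested on simulated counts for 20862 genes with the means, dispersions and library sizes of Experiment 1, 200 of which were changed. At a log2 change of 1, 97% of changed genes were recovered, and at 0.5, 76%. There were 16 false calls, 8.47% of all calls. With a trend in gene length added to the libraries, recovery fell to 71% and 9%, and removing the trend restored it to 94% and 70%. After the removal there were 17 false calls, 9.39% of all calls. These runs tested 20857 genes with the trend and 20851 after its removal. A shift of 0.30 added to 1 chromosome was measured as 0.30. Figures were drawn with Python 3.11.15.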

Results

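Total RNA was sequenced from mouse embryonic stem cells in 2 experiments. TRIM71 is an RNA-binding protein that represses its target mRNAs, AGO2 is the Argonaute protein that carries microRNAs, and TNRC6 proteins (GW182) are recruited by Argonaute to silence mRNAs. Experiment 1 compared untransfected parental cells (W) with cells edited in Trim71 (Trim71KO) or Ago2 (Ago2KO). Experiment 2 compared parental cells transfected with a plasmid for the T6B peptide, an Argonaute-binding fragment of TNRC6B fused to mCherry (T6B_WT), or for its mutant (T6B_MUT), with the edited lines carrying an empty plasmid (Trim71KO_empty and Ago2KO_empty). Each of the 7 groups had 3 replicates. Library totals were 29.6 M to 50.8 M counts in Experiment 1 and 33.9 M to 57.9 M in Experiment 2. CPM below are scaled by TMM and given as mean ± SD with n = 3, and coordinates are those of GRCm38.

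The edited genes were examined first. Trim71 (ENSMUSG00000079259, chromosome 9, 114507133 to 114564369, minus strand, protein coding) stood at 608 ± 9.26 CPM in W and 429 ± 26.0 CPM in Trim71KO. The log2 fold change was −0.50 (SE 0.05, adjusted p 1.55e-06, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). In Trim71KO_empty it was 402 ± 8.47 CPM against 492 ± 10.8 CPM in T6B_MUT, a log2 fold change of −0.29 (SE 0.08, adjusted p 0.0117, edgeR quasi-likelihood). Trim71 mRNA was thus lowered but present in both Trim71-edited groups. Reads over the edited site were not examined, so loss of Trim71 is taken from the labels, here and below. It was also lower in Ago2KO, at 510 ± 10.4 CPM (log2 fold change −0.25, adjusted p 0.00161, edgeR quasi-likelihood). The annotation places an antisense gene, C130032M10Rik, over Trim71.

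Ago2 (ENSMUSG00000036698, chromosome 15, 73095844 to 73184935, minus strand, protein coding) fell from 142 ± 9.62 CPM in W to 41.9 ± 1.94 CPM in Ago2KO. The log2 fold change was −1.76 (SE 0.07, adjusted p 1.30e-09, edgeR quasi-likelihood). Among the alternatives, removal of a trend in gene length and GC content moved this value most, to −1.87. In Experiment 2 the level of Ago2 did not separate the libraries labelled Ago2KO_empty from T6B_MUT. The libraries labelled Ago2KO_empty had a mean of 99.9 ± 61.4 CPM, with 87.4, 166.6 and 45.6 CPM in replicates 1, 2 and 3, and T6B_MUT had 123 ± 17.6 CPM. T6B_WT lay higher, at 173 ± 11.5 CPM, but its log2 fold change of 0.49 was not called either (adjusted p 0.461, edgeR quasi-likelihood). Its libraries, at 163 to 185 CPM, did not overlap those of T6B_MUT, at 112 to 143 CPM. The fit estimated the spread over all groups of Experiment 2, the libraries labelled Ago2KO_empty included, which limits this test. For the libraries labelled Ago2KO_empty, the log2 fold change of −0.30 (SE 0.38) was not called (adjusted p 0.601, edgeR quasi-likelihood). Leaving out replicate 2 of the libraries labelled Ago2KO_empty gave −0.90 and leaving out replicate 3 gave 0.02, and the adjusted p of the 6 edgeR quasi-likelihood fits that each left out 1 library ranged from 0.0382 to 0.957. Directions drawn from these libraries below carry that limit. Ago2 overlaps Chrac1 on the opposite strand in the annotation.

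**Figure D1:**
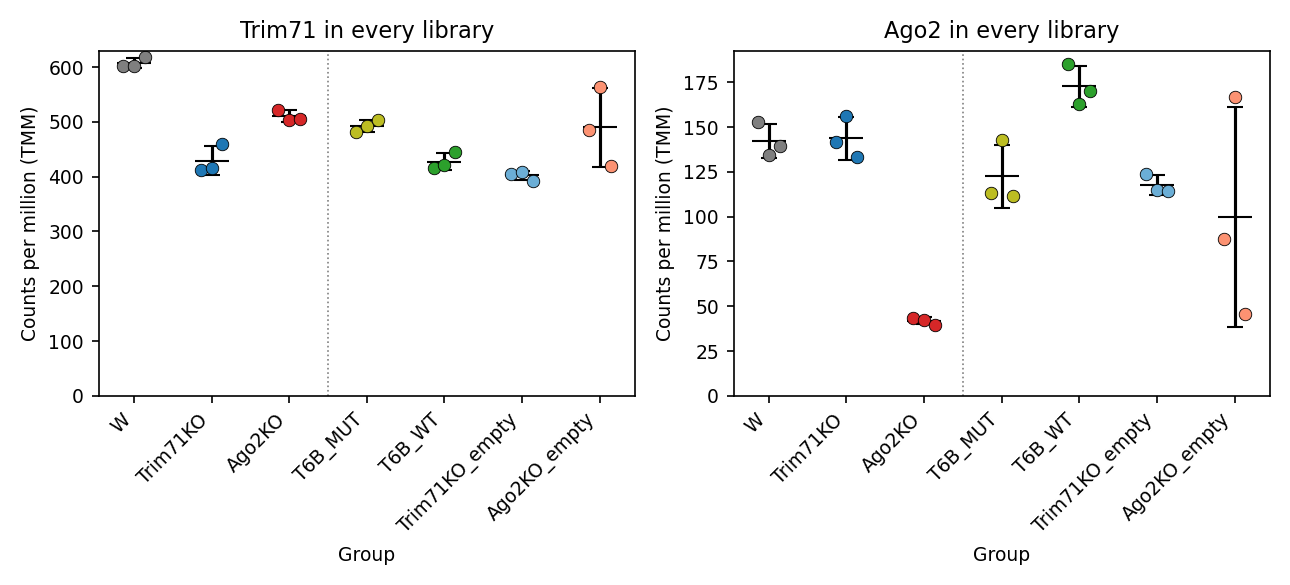
CPM (TMM-scaled) of Trim71 and Ago2 in each of the 21 libraries by group, with points for libraries, horizontal lines for group means and bars for ± SD (n = 3); the dotted line divides Experiment 1 from Experiment 2. Ago2 lies near 41.9 CPM in Ago2KO, whereas the libraries labelled Ago2KO_empty range from 45.6 to 166.6 CPM.

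To measure the effect of losing Trim71, Trim71KO was compared with W. Such a comparison also holds any other difference between the edited and the parental cells, here and below. Of 21210 genes tested, 6906 were called, 3593 higher and 3313 lower. At an absolute log2 fold change of at least 1, 1108 genes remained past the threshold, 494 higher and 614 lower, which was the alternative that moved the count most. Genes named by the size of their change, here and below, are called genes with a symbol, a mean log2 CPM of at least 2 and no overlap of CPM between the groups, and some genes outside this choice changed more. Within it, the largest increase was that of Ccr4 (ENSMUSG00000047898, chromosome 9, 114490316 to 114504916, minus strand), from 0.356 ± 0.178 CPM to 35.9 ± 0.988 CPM. Its log2 fold change was 6.65 (SE 0.17, adjusted p 1.40e-11, edgeR quasi-likelihood). Ccr4 is annotated 2216 bases from Trim71 on the same strand. Next came Cpe (chromosome 8, 64592542 to 64693054; log2 fold change 3.01, SE 0.07) and Nkx6-3 (chromosome 8, 23153269 to 23158948; log2 fold change 2.63, SE 0.14), with adjusted p values of 4.99e-12 and 8.23e-09 by edgeR quasi-likelihood. Both lie on chromosome 8, whose genes as a whole were raised in Trim71KO. The largest decreases within the choice were those of Cubn (chromosome 2; log2 fold change −3.75, SE 0.16), Pdgfra (chromosome 5; −3.25, SE 0.14) and Egr1 (chromosome 18; −2.56, SE 0.10), with adjusted p values of 9.89e-10, 1.01e-09 and 5.31e-10 by edgeR quasi-likelihood. Antisense genes are annotated over Cubn and Pdgfra, so their counts are uncertain in origin.

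The effect of losing Ago2 was measured as Ago2KO against W. There were 3811 called genes, 2161 higher and 1650 lower (1014 lower without W replicate 2), and 340 of them had an absolute log2 fold change of at least 1. Within the same choice of genes, Galnt6 (ENSMUSG00000037280, chromosome 15, 100691813 to 100729376) rose from 6.61 ± 0.722 CPM to 26.6 ± 0.885 CPM (log2 fold change 2.01, SE 0.08, adjusted p 2.13e-09, edgeR quasi-likelihood). Arl14epl (chromosome 18; 1.91, SE 0.11) and Dglucy (chromosome 12; 1.78, SE 0.14) had the next largest log2 fold changes there. The largest decreases in it were those of Cubn (−2.20, SE 0.14), Pdgfra (−2.13, SE 0.13) and Mccc2 (chromosome 13; −1.88, SE 0.08). Adjusted p values of these 5 genes lay between 2.92e-09 for Mccc2 and 9.53e-07 for Dglucy (edgeR quasi-likelihood). Galnt6 and Dglucy overlap other annotated genes, and Dglucy overlaps 1 on its own strand.

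Both knockouts were then compared directly, and 7256 genes differed between Trim71KO and Ago2KO, 3623 higher and 3633 lower in Trim71KO. Against W, 2070 genes were called in both knockouts. Of these, 808 were higher in both, 636 were lower in both and 626 moved in opposite directions, so that 69.8% shared a direction. Across 21210 genes, log2 fold changes of the knockouts correlated with r = 0.33. Because both comparisons share the W libraries, unchanged groups were simulated against them, and r then averaged 0.48, with a range of 0.45 to 0.50 over 100 simulations. The observed correlation lay below that range, but in these simulations no gene changed and every fold change was noise. Real changes in 1 knockout alone also lower r. The simulations therefore do not show whether the knockouts resemble each other less than chance. With no W library shared, r computed from means of log2 CPM was 0.129 to 0.221. Among the 3701 genes with an unadjusted p under 0.05 in both comparisons, 69.2% had the same sign, against a mean of 99.0% in 20 simulations fitted in full (range 97.1% to 100%). No more than 1 gene was called in both comparisons in any of those simulations. The simulated signs are thus those of noise alone, and these percentages are not comparable either. Spearman's coefficient was 0.26, and r was 0.22 among genes with a mean log2 CPM of at least 3, the setting that lowered it most, while leaving out W replicate 1 raised it to 0.41.

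T6B competes with TNRC6 for Argonaute, and its mutant served as control. In T6B_WT against T6B_MUT, 3437 of 21505 tested genes were called, 1998 higher and 1439 lower. At an absolute log2 fold change of at least 1 there were 438 higher and 34 lower genes, and the lower ones numbered 22 without T6B_MUT replicate 1 and 9 with a CPM over 1 in 3 libraries required. In the same settings the higher ones numbered 357 and 207. The count was 5632 when the 2 groups were fitted alone, and it was 2045 without T6B_MUT replicate 1. The 3 genes that rose most in the same choice of genes, Gm6763 (log2 fold change 2.62), Gm20765 (2.49) and Gm8764 (2.35), are neighbours of nearly the same length on chromosome 10 (104151497 to 104188000). Reads shared between them were not excluded, so that the value of each is uncertain. Their adjusted p values were 4.22e-09, 3.59e-10 and 4.54e-07 by edgeR quasi-likelihood. The largest decreases in that choice were smaller. Mmp28 (chromosome 11) fell from 5.24 ± 0.450 CPM to 2.43 ± 0.121 CPM, with a log2 fold change of −1.11 (SE 0.15, adjusted p 3.73e-05, edgeR quasi-likelihood). Celf4 (chromosome 18) had a log2 fold change of −1.04 (SE 0.09) and Sema3f (chromosome 9) one of −0.95 (SE 0.17). Mmp28 and Celf4 overlap other annotated genes.

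In Experiment 2 the edited lines carried an empty plasmid and T6B_MUT was the control, so that genotype and plasmid differed together. For Trim71KO_empty against T6B_MUT, 5975 genes were called, 3104 higher and 2871 lower. In the same choice of genes, Ccr4 rose most, by 6.68 on the log2 scale (SE 0.15, adjusted p 3.06e-16, edgeR quasi-likelihood), to 35.8 ± 3.40 CPM. Tm9sf5 (chromosome X; 3.54, SE 0.14) and 6330410L21Rik (chromosome 3; 2.61, SE 0.14), which is antisense to Egf, followed. The largest decreases in it were those of Lefty1 (−2.32, SE 0.18) and Lefty2 (−2.14, SE 0.21), neighbouring paralogs on chromosome 1 whose separate counts are uncertain, and of Tdrd12 (chromosome 7; −1.99, SE 0.11). For the libraries labelled Ago2KO_empty against T6B_MUT, 6201 genes were called, 3531 higher and 2670 lower. This count was 3894 without T6B_MUT replicate 1, 3923 without replicate 1 of the libraries labelled Ago2KO_empty, and 8083 without their replicate 3. Dglucy (2.42, SE 0.11), Galnt6 (2.37, SE 0.09) and Eif1ad7 (chromosome 12; 2.09, SE 0.14) rose most in the same choice, and Mccc2 (−1.70, SE 0.10), Bspry (chromosome 4; −1.60, SE 0.13) and Sfn (chromosome 4; −1.56, SE 0.11) fell most in it. All of these genes were called, with edgeR quasi-likelihood adjusted p values no larger than 4.93e-05, that of Lefty2. Between Trim71KO_empty and the libraries labelled Ago2KO_empty, 6801 genes differed, 3165 higher and 3636 lower in Trim71KO_empty.

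**Figure D2:**
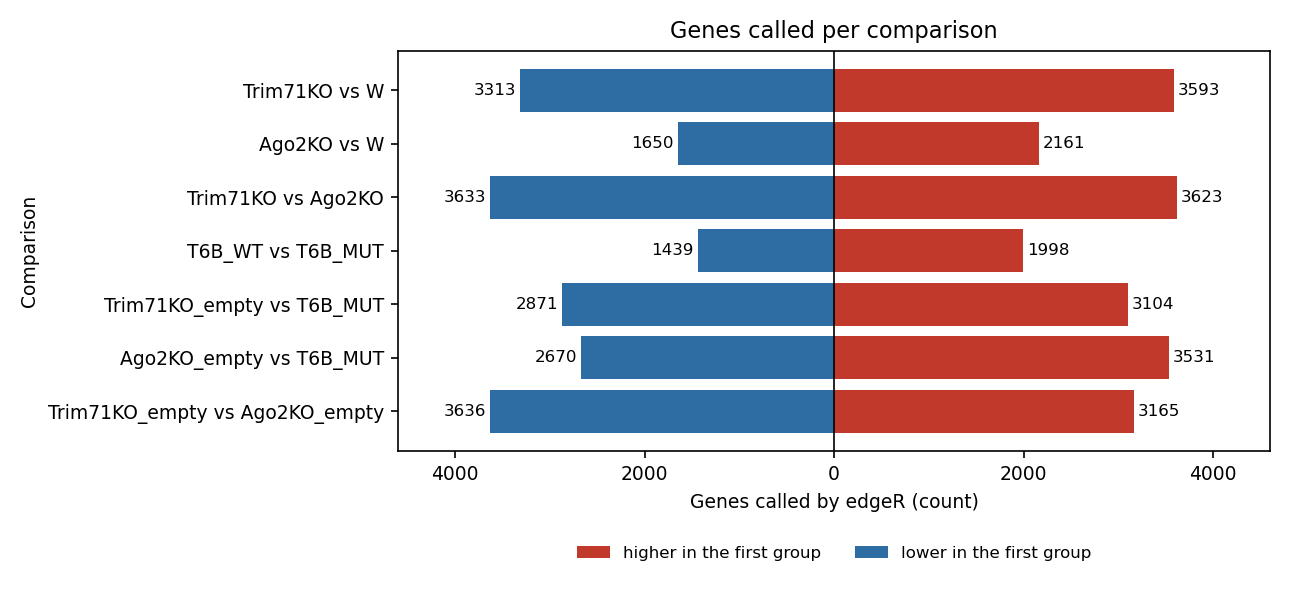
Number of genes called by edgeR (adjusted p under 0.05) in each of the 7 comparisons, with genes higher in the first-named group to the right of 0 and genes lower in it to the left. Trim71KO against Ago2KO has 3623 higher and 3633 lower genes, and T6B_WT against T6B_MUT has 1998 higher and 1439 lower.

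Fold changes were compared between experiments, whose comparisons share no library, across the 20588 genes tested in both. Trim71KO against W and Trim71KO_empty against T6B_MUT correlated with r = 0.58, and of 3294 genes called in both, 94.0% had the same direction. For Ago2KO against W and the libraries labelled Ago2KO_empty against T6B_MUT, r was 0.46, and 97.1% of 2449 genes called in both shared a direction. If an edited line was used in both experiments, this agreement also repeats differences of that line other than the lost gene. The shift of chromosome 8, 0.24 in Trim71KO and 0.11 in Trim71KO_empty, could be such a difference. Across genotypes, r was 0.06 for Trim71KO with the libraries labelled Ago2KO_empty and 0.15 for Ago2KO with Trim71KO_empty. The former was 0.00517 without Trim71KO replicate 2 and 0.00500 with the trend in gene length and GC content removed. The effect of T6B correlated with that of losing Ago2 (r = 0.32) and hardly with that of losing Trim71 (r = −0.06). The latter was −0.10 without Trim71KO replicate 2 and −0.03 without T6B_WT replicate 2. It turned positive by Spearman's coefficient, 0.06, and among genes with a mean log2 CPM of at least 3, 0.08. In the same expression range, r between the effects of T6B and Ago2 loss was 0.67. Genes called in both Ago2KO and T6B_WT numbered 1615, where 601 would be called in both if the calls were independent. Of the 1615, 988 rose in both, 551 fell in both and 76 moved in opposite directions. In Trim71KO and T6B_WT, 1593 genes were called in both, where 1087 would be by independence, and 489 rose in both, 327 fell in both and 777 moved in opposite directions.

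**Figure D3:**
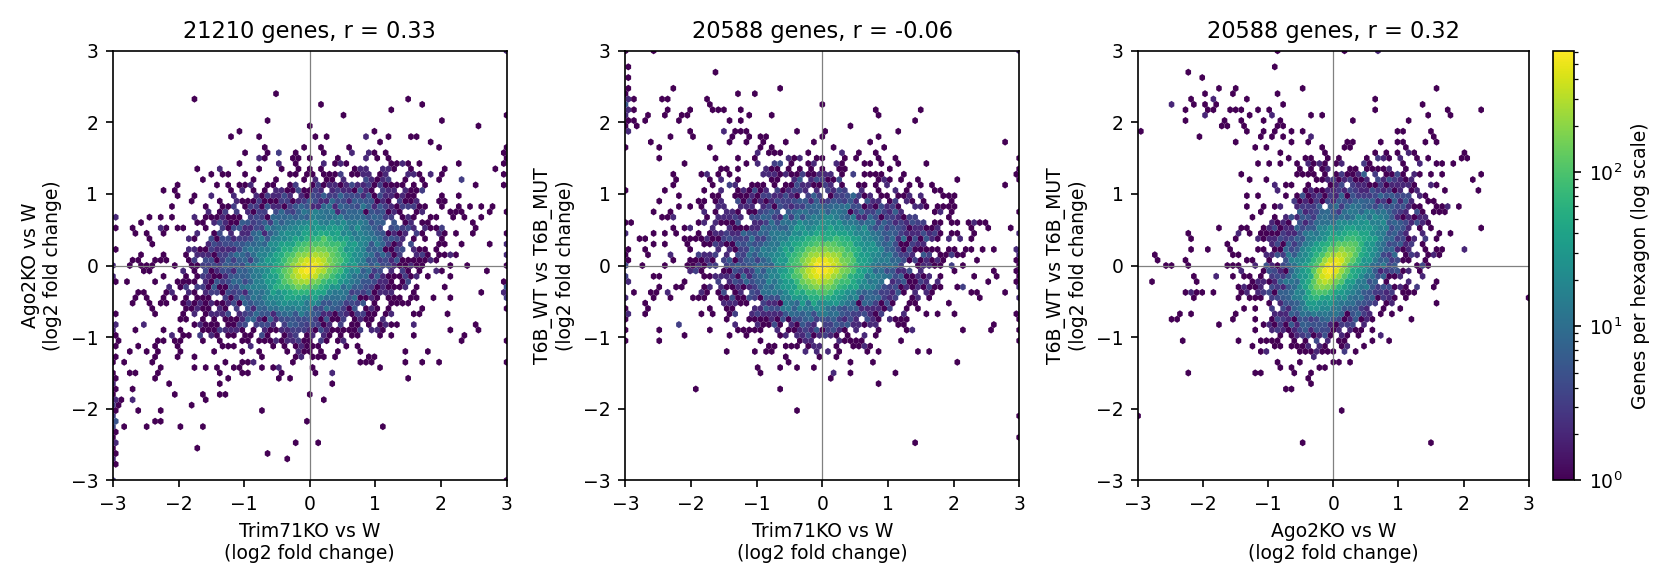
Log2 fold changes of 21210 or 20588 genes in pairs of comparisons, with hexagons shaded by the number of genes on a log scale and values beyond 3 in size drawn at the edge. Ago2KO and T6B_WT changes lie along a rising diagonal (r = 0.32), and Trim71KO and T6B_WT changes do not (r = −0.06).

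Whether the effects of the knockouts recurred under T6B was tested with sets chosen in Experiment 1, whose libraries were not used in the T6B comparison. Genes higher in Ago2KO had a median log2 fold change of 0.51 in T6B_WT, and 719 of 769 were positive (camera, adjusted p 1.90e-58 over 14 set tests). For genes higher in both knockouts the median was 0.49, and 199 of 213 were positive (camera, adjusted p 6.64e-33). This set lies within the genes higher in Ago2KO, so that its rise is not separate evidence. It was not tested against the rest of those genes. Genes lower in Ago2KO had a median of −0.20 and 123 of 387 were positive, which was not called (camera, adjusted p 0.331). When that set was limited to genes with an absolute log2 fold change of at least 1 in Ago2KO, its median was −0.00251, 67 of 134 genes were positive and camera called it upward (adjusted p 2.44e-20, range over the alternatives 2.44e-20 to 0.620). The sets from Trim71KO moved less. Genes higher in Trim71KO had a median of 0.10, with 873 of 1387 positive (camera, adjusted p 0.00469), and genes lower in Trim71KO a median of 0.09, with 808 of 1385 positive (camera, adjusted p 4.86e-05), so that both moved upward in T6B_WT. The summed counts of 9 Zscan4 genes, chosen after their values were seen, had log2 fold changes of −3.95 in Trim71KO, −2.23 in Ago2KO and 2.20 in T6B_WT. How far genes of this kind carry the upward calls on the lower sets was not tested. Of the 1406 genes in the set higher in Trim71KO, 143 lie on chromosome 8. Over all 14 set tests camera made 9 calls. All 9 held under fry, 7 with the length and GC trend removed and 6 with an estimated inter-gene correlation. Both calls on genes with a seed match were lost in the latter 2 settings, and genes higher in Trim71KO with the estimated correlation alone.

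Published targets of TRIM71 and of the microRNAs miR-290 and miR-302 were followed in each comparison. Levels of these microRNAs were not measured here. All 7 TRIM71 targets rose in Trim71KO, with log2 fold changes of 0.27 to 1.76 and a median of 0.89 (camera, adjusted p 8.12e-14 over 14 set tests). Adjusted over the list alone, 7 were called higher by edgeR quasi-likelihood, and adjusted over all genes 6. Mbnl1 (1.76, SE 0.09), Plxnb2 (1.36, SE 0.05) and Rbl1 (1.05, SE 0.07) rose most, and the adjusted p of Cdkn1a (0.33) was 0.0577 (edgeR quasi-likelihood). Without W replicate 3 Cdkn1a rose by 0.44 and was called, and without W replicate 2 it rose by 0.20 and was not. Rbl2, at 0.58, lies on chromosome 8. Annotated genes overlap each of these 5 genes, which leaves the origin of a part of their counts uncertain. In Trim71KO_empty 6 of the 7 were called higher both when adjusted over the list alone and over all genes, and the median was 0.66. In Ago2KO 3 were called higher by either adjustment, among them Cdkn1a and Rbl2, which are on both lists, and the median was 0.10 (camera, adjusted p 0.240, 5 of 7 positive). That median was 0.06 without Ago2KO replicate 2 and 0.22 without Ago2KO replicate 3. In T6B_WT 2 were called higher and 1 lower by either adjustment, with a median of 0.03 (camera, adjusted p 0.617, 4 of 7 positive). That median became −0.02 without T6B_WT replicate 3 and −0.01 without T6B_MUT replicate 1. In the libraries labelled Ago2KO_empty 2 were called higher and 1 lower by either adjustment, with a median of 0.17.

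The 14 tested microRNA targets were examined in the same way, and differences between the lists or between comparisons were not tested. The median log2 fold change was 0.36 in Ago2KO, with 11 positive (camera, adjusted p 0.00469), and 0.36 in T6B_WT, with 12 positive (camera, adjusted p 1.69e-06). In Trim71KO it was 0.09, with 8 positive (camera, adjusted p 0.620), and 0.05 without W replicate 2. Adjusted over the list alone, 10 were called higher and 3 lower in Ago2KO, and the same numbers were called over all genes. In T6B_WT, 9 were called higher and 1 lower when adjusted over the list alone, and 8 higher over all genes, where none was called lower and Dkk1 had an unadjusted p under 0.05. In Trim71KO the counts were 5 higher and 4 lower adjusted over the list alone, and 4 higher and 3 lower over all genes. The median in Trim71KO_empty was −0.02, with 3 higher and 5 lower adjusted over the list alone and 3 higher and 4 lower over all genes. In the libraries labelled Ago2KO_empty it was 0.35, with 9 higher and 4 lower adjusted over the list alone and 8 higher and 3 lower over all genes. Ei24 rose by 0.71 (SE 0.05) in Ago2KO and by 0.49 (SE 0.06) in T6B_WT and had a log2 fold change of −0.58 (SE 0.05) in Trim71KO, with edgeR quasi-likelihood adjusted p values of 1.71e-07, 1.11e-05 and 3.53e-07. Lats2 rose by 0.63 (SE 0.08) in Ago2KO and by 1.06 (SE 0.10) in T6B_WT. A gene on the same strand overlaps Lats2 and an antisense gene overlaps Ei24. Dkk1, Lefty1 and Lefty2 were the 3 lower genes in Ago2KO, and the paralogs Lefty1 and Lefty2 are uncertain.

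**Figure D4:**
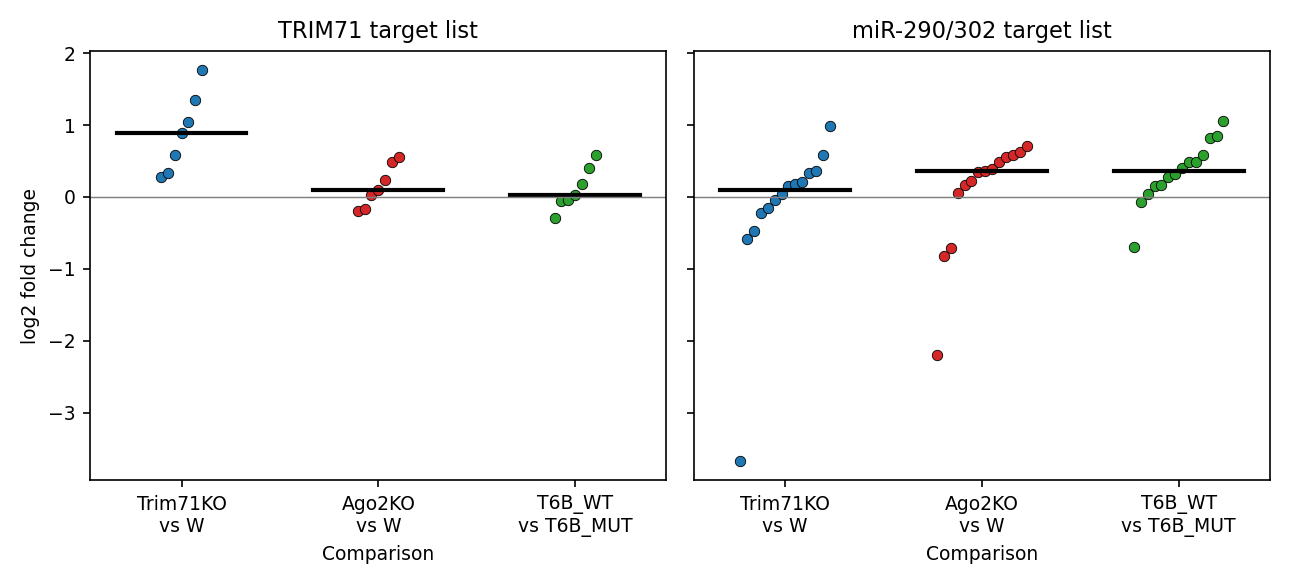
Log2 fold change of each of the 7 TRIM71 targets and 14 microRNA targets in 3 comparisons, with points for genes, ordered by value, and black bars for medians. The TRIM71 targets have a median of 0.89 in Trim71KO, and the microRNA targets have medians of 0.36 in both Ago2KO and T6B_WT.

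Genes with a miR-290 and miR-302 seed match in the 3′ UTR were also tested as a set. Their median log2 fold change was 0.07 in Ago2KO, with 1528 of 2416 positive (camera, adjusted p 0.00191), 0.08 in T6B_WT, with 1561 of 2464 positive (camera, adjusted p 0.0284), and 0.03 in Trim71KO, with 1301 of 2416 positive (camera, adjusted p 0.287). Against genes matched on 3′ UTR length and expression, the sets were called neither in Ago2KO (median 0.07) nor in T6B_WT (median 0.08), with camera adjusted p values of 0.146 and 0.276. Without T6B_WT replicate 3 the median in T6B_WT was 0.05 and the set was not called. The median in Trim71KO was 0.02 without Trim71KO replicate 2 and 0.05 without W replicate 1, and the set was called in neither. Adjusted p values over all alternatives of these tests ranged from 0.000352 to 0.196 in Ago2KO and from 0.0158 to 0.439 in T6B_WT.

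Components of the silencing pathway were among the genes fixed beforehand. Tnrc6a (chromosome 7, 123123885 to 123195296) had log2 fold changes of 0.36 (SE 0.05) in Trim71KO, 0.54 (SE 0.05) in Ago2KO and 0.78 (SE 0.14) in T6B_WT, with edgeR quasi-likelihood adjusted p values of 8.73e-05, 5.86e-06 and 0.00297. Ago1 (chromosome 4, 126435012 to 126468583) had 0.24 (SE 0.05), 0.39 (SE 0.05) and 0.77 (SE 0.12), with adjusted p values of 0.00252, 0.000112 and 0.00087 by edgeR quasi-likelihood. In Trim71KO_empty neither was called, with 0.31 for Tnrc6a and −0.14 for Ago1 (adjusted p 0.127 and 0.458, edgeR quasi-likelihood), and Ago1 had −0.09 without T6B_MUT replicate 2. In the libraries labelled Ago2KO_empty they rose by 0.68 and 0.47 (adjusted p 0.00411 and 0.0132, edgeR quasi-likelihood), and by 0.47 and 0.25 without their replicate 2. A gene on the same strand overlaps Tnrc6a. Tnrc6b (chromosome 15, 80711313 to 80941085) stood at 49.6 ± 1.97 CPM in W, 64.2 ± 5.68 CPM in Trim71KO and 66.0 ± 3.65 CPM in Ago2KO. In Experiment 2 it was 230 ± 14.4 CPM in T6B_MUT, 246 ± 19.5 CPM in T6B_WT, 75.7 ± 8.66 CPM in Trim71KO_empty and 110 ± 35.1 CPM in the libraries labelled Ago2KO_empty. The plasmids of both T6B groups carry a part of the TNRC6B sequence, and counts of Tnrc6b there are uncertain in origin. Tnrc6c and Dicer1 changed by less than 0.30 in size in each of the 5 comparisons with a control. Ago4 lay below 1.1 CPM in every group. It was called higher in Trim71KO_empty (0.90), the libraries labelled Ago2KO_empty (0.79) and T6B_WT (0.74), with edgeR quasi-likelihood adjusted p values of 0.00391, 0.0106 and 0.0242. The call held in all 6 fits that left out 1 library in Trim71KO_empty. It was lost in 1 of 6 in the libraries labelled Ago2KO_empty (0.71 without their replicate 1) and in 5 of 6 in T6B_WT (0.64 without T6B_WT replicate 1). Ago3 was called only in the libraries labelled Ago2KO_empty, at 0.95, a call lost in 5 of the 6 fits that left out 1 library; the lowest of these values was 0.61, without their replicate 2. Nanog (chromosome 6) rose in all 5 comparisons, by 0.69 in Trim71KO, 0.34 in Ago2KO, 0.22 in T6B_WT, 0.62 in Trim71KO_empty and 0.21 in the libraries labelled Ago2KO_empty. The call in T6B_WT was lost in 5 of the 6 fits that left out 1 library, with 0.17 without T6B_WT replicate 3. That in the libraries labelled Ago2KO_empty was lost in 4 of 6, with 0.16 without their replicate 2. Pou5f1 changed by less than 0.38 in size, and Sox2 by less than 0.24. The calls of Pou5f1 in T6B_WT (−0.24) and of Sox2 in T6B_WT, Trim71KO_empty and the libraries labelled Ago2KO_empty were lost when single libraries were left out, with −0.22 for Pou5f1 without T6B_WT replicate 3 and 0.14, 0.17 and 0.13 for Sox2 without T6B_MUT replicate 2. So were those of Tnrc6c in Ago2KO (0.13 without Ago2KO replicate 1) and Dicer1 in Trim71KO_empty (−0.23 without T6B_MUT replicate 2).

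A total of 935 genes were called in Trim71KO, Ago2KO and T6B_WT alike, 353 higher and 178 lower in all 3. Of the 808 genes called higher in both knockouts, 738 had a positive log2 fold change in T6B_WT, 353 were called higher there and 3 lower. These genes were not tested against genes higher in Ago2KO alone. The 5 genes with the largest smallest increase over the 3 comparisons were Sgcz, Plscr2, Zbtb16, Lrrn3 and Hhip. Hhip (chromosome 8, 79965851 to 80058006) rose by 1.47 (SE 0.20) in Trim71KO, 1.21 (SE 0.21) in Ago2KO and 1.12 (SE 0.14) in T6B_WT, with edgeR quasi-likelihood adjusted p values of 6.38e-05, 0.000957 and 3.65e-05. It is a chromosome 8 gene, like Sgcz, and other annotated genes overlap Hhip, Sgcz and Lrrn3. Sgcz and Plscr2 stayed below 1 CPM in all 5 groups concerned, and Zbtb16 and Lrrn3 below 1.4 CPM. The call of Sgcz in Trim71KO (1.51) was lost in 4 of 6 fits that left out 1 library, with 1.08 without W replicate 1. That of Lrrn3 in T6B_WT (1.30) was lost in 4 of 6, with 0.95 without T6B_MUT replicate 1.

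Whether the effect of a knockout differed between experiments was tested in a fit of all 21 libraries. The effect of losing Trim71 differed for 2237 genes, 1122 more positive and 1115 more negative in Experiment 2 (706 more negative without T6B_MUT replicate 1). For Ago2 there were 473 genes, 324 and 149, which became 269 without replicate 1 and 1634 without replicate 3 of the libraries labelled Ago2KO_empty, 287 without Ago2KO replicate 1, 289 without W replicate 1 and 306 without T6B_MUT replicate 1. By direction, they were 239 and 50 without W replicate 1, and 1000 and 634 without replicate 3 of the libraries labelled Ago2KO_empty. The difference between the knockouts, in which the control groups cancel, differed for 1686 genes, 845 and 841, and for 1044, 1114, 1092 and 2916 without Trim71KO replicate 1, Trim71KO replicate 2, Trim71KO_empty replicate 1 and replicate 3 of the libraries labelled Ago2KO_empty. The balance of directions depended on single libraries. It ran from 1342 and 1574 without the last of these to 1222 and 703 without Trim71KO_empty replicate 2. Experiment, transfection and control plasmid changed together in these tests.

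Median log2 fold changes were also compared between chromosomes, a comparison added after the values had been seen. The median of chromosome 8 (653 genes with a mean log2 CPM of at least 2) exceeded that of the other chromosomes by 0.24 in Trim71KO, where other chromosomes lay between −0.07 and 0.09. The shift was 0.11 in Trim71KO_empty, where others lay between −0.05 and 0.06, and 0.02 in Ago2KO. Each of the 3 Trim71KO libraries showed it (0.24, 0.24 and 0.27), and so did each of the 3 Trim71KO_empty libraries (0.12, 0.10 and 0.13). On chromosome 8, 479 of 1060 tested genes were called in Trim71KO, 417 of them higher, which is 45.2% against 31.9% of genes elsewhere.

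**Figure D5:**
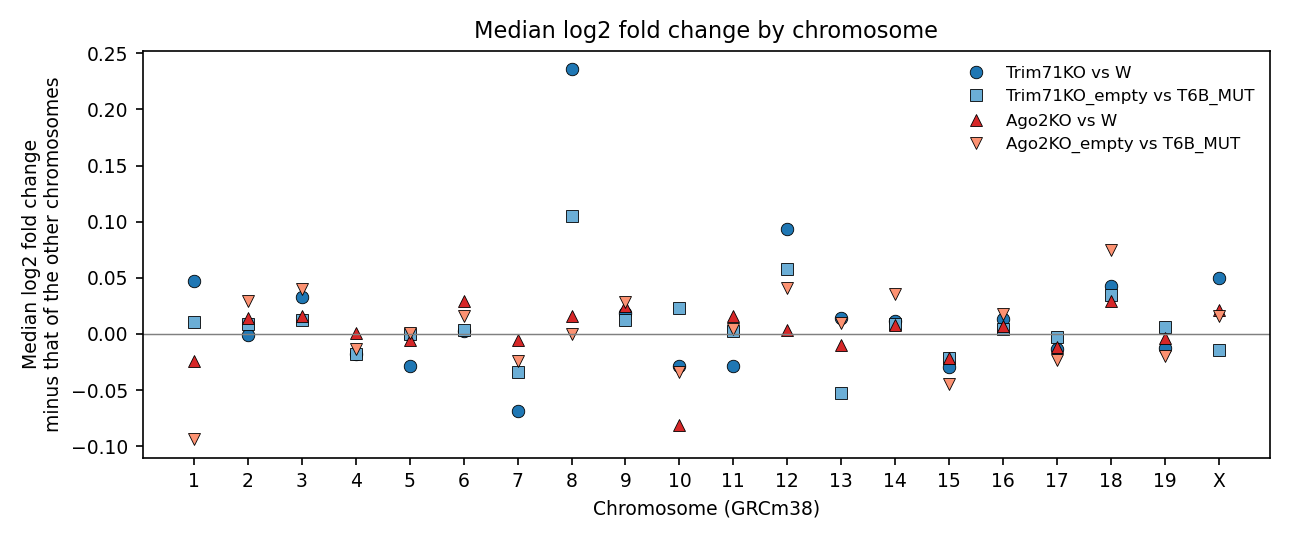
Median log2 fold change of the genes on each chromosome minus that of the other chromosomes, for the knockouts of both experiments against their controls. Chromosome 8 stands apart at 0.24 in Trim71KO and 0.11 in Trim71KO_empty, and its Ago2KO value is 0.02.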

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

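Of the tests in this part, those on length and GC trends, single libraries and chromosome 8 were chosen only after the result was seen, as were those on plasmid reads and all those on Zscan4. The splits and the batch question were set before, and so were the fits that the tests on single libraries use.

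The effect of a knockout differed between the experiments by a test of that difference. This held for 2237 genes for Trim71, 473 genes for Ago2 and 1686 genes for the difference between both knockouts. The tables argue against a trend in gene length and GC content as the whole cause, since its removal left 1.5, 1.83 and 1.39 times as many genes. They also argue against 1 library as the cause of more than 50% of each count. The lowest counts with 1 library left out were 0.691, 0.569 and 0.619 times the full ones. For Ago2 the count was 269 without replicate 1 of the libraries labelled Ago2KO_empty, 289 without W replicate 1, 287 without Ago2KO replicate 1, 306 without T6B_MUT replicate 1 and 1634 without replicate 3 of the libraries labelled Ago2KO_empty. For the difference between knockouts it was 1044, 1114 and 1092 without Trim71KO replicate 1, Trim71KO replicate 2 and Trim71KO_empty replicate 1, and 2916 without replicate 3 of the libraries labelled Ago2KO_empty. Chromosome 8 accounted for few of the Trim71 genes, since 0.932 of them lay elsewhere.

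Other splits of the libraries within the experiments do not decide whether the counts exceed chance. Of 100 drawn splits, 6 gave as many genes for Trim71, 9 for Ago2 and 8 for the difference, the real split included. The largest counts among the others were 2970, 5265 and 4041. All of these others exchanged libraries in 1 experiment only. They keep the knockout effect of the other experiment in full and so produce a difference between experiments by construction. In all but 1 of them, 2 of the 3 libraries per group were exchanged, and the remaining split, for Ago2, exchanged 1 library per group in Experiment 1 and gave 546 genes. No split that exchanged libraries in both experiments gave as many genes as the real one. A difference in transfection, culture or sequencing between the experiments cannot be told apart from a difference in the effect of the knockouts, because 0 groups with the same transfection were present in both. No biological explanation was tested for the counts as a whole.

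Of 45 named genes tested, 9 differed between experiments for Trim71, with edgeR quasi-likelihood adjusted p values of 0.0378 or less. The differences in log2 fold change (Experiment 2 minus Experiment 1) were −0.69 for Cpe, 1.81 for Pdgfra, 1.05 for Tm9sf5, −2.17 for Lefty1, −3.12 for Lefty2, −0.45 for Tdrd12, −1.97 for Tnrc6b, −0.39 for Rbl1 and 0.44 for Ei24. Lefty2 changed direction, from 0.98 to −2.14. Of 45 tested for Ago2, 6 differed, with edgeR quasi-likelihood adjusted p values of 0.0329 or less. These were Cubn (1.58), Pdgfra (1.82), Eif1ad7 (3.48), Sfn (−0.86), Tnrc6b (−1.49) and Inhbb (−0.48). Eif1ad7 changed direction, from −1.40 in Ago2KO to 2.09 in the libraries labelled Ago2KO_empty, of which replicate 2 had an Ago2 level of 166.6 CPM, against the label. The differences of single genes other than Tnrc6b were not tested further.

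Tnrc6b may differ because reads of the plasmid insert were counted as Tnrc6b. Both T6B groups carry a part of this gene on their plasmid, and T6B_MUT is the control of Experiment 2. Scaled within Experiment 2, T6B_MUT had 230 CPM, T6B_WT 246 CPM and the libraries labelled Ago2KO_empty, the higher of both empty-plasmid groups, 110 CPM. With CPM scaled over all 21 libraries, the mean of T6B_MUT was 2.13 times that of the libraries labelled Ago2KO_empty. The lower Tnrc6b of the empty-plasmid groups could then follow from the control and not from the knockouts.

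The summed counts of 9 Zscan4 genes, chosen after their values were seen, also differed between experiments, by 3.83 for Trim71 and 4.11 for Ago2 on the log2 scale. The sum was 25.3 ± 1.07 CPM in W, 1.62 ± 0.502 in Trim71KO, 5.32 ± 1.08 in Ago2KO, 36.8 ± 3.67 in T6B_MUT, 169 ± 1.39 in T6B_WT, 33.1 ± 0.629 in Trim71KO_empty and 136 ± 12.2 in the libraries labelled Ago2KO_empty. Its log2 fold change was −2.23 in Ago2KO and 1.89 in the libraries labelled Ago2KO_empty. The difference between the knockouts, in which the control groups cancel, changed by −0.27 between experiments and was not called (adjusted p 0.475, edgeR quasi-likelihood). A part common to both knockouts could thus account for the change. The controls alone are argued against by their levels, 25.3 CPM in W and 36.8 CPM in T6B_MUT. A rise of the control lowers the difference, which was positive for both knockouts. These levels also carry the differences in culture and transfection between the experiments. Reads shared between the paralogs as the cause are argued against by the sum, which itself changed direction, with a difference of 4.11. A trend in length and GC content is argued against by a difference of 4.07 after its removal. A change in the share of 2-cell-like cells stays open as a candidate explanation. All 7 tested genes of a list of 12 that mark such cells were lower in Ago2KO and higher in the libraries labelled Ago2KO_empty, where 15.2% of all genes were. Culture and transfection, which differ between the experiments, remain open as its source.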

How the results depend on the processing

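Removal of a trend in gene length and GC content was chosen after seeing the data. The other alternatives were chosen before the data were examined. Unless a cause is given, the cause of a change was not tested.

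Of 10 counts of genes, 131 of 155 alternative values lay within 1.5 times the count. A minimum absolute log2 fold change of 1, which by construction leaves fewer genes, gave 1108 (Trim71KO), 340 (Ago2KO), 1228 (Trim71KO against Ago2KO), 472 (T6B_WT), 1008 (Trim71KO_empty), 933 (libraries labelled Ago2KO_empty), 1271 (between these), 535, 205 and 320 (tests between experiments for Trim71, Ago2 and their difference). Fitting 2 groups alone gave 5632 for T6B_WT, and removing the trend gave 864 for Ago2 between experiments. Across fits that each left out 1 library, counts ran from 2045 (without T6B_MUT replicate 1) to 2497 for T6B_WT, from 3894 (without T6B_MUT replicate 1) to 8083 (without replicate 3 of the libraries labelled Ago2KO_empty), from 269 to 1634 for Ago2 between experiments and from 1044 to 2916 for the difference. The counts of 269 and 1634 lacked replicates 1 and 3 of the libraries labelled Ago2KO_empty. Those of 1044 and 2916 lacked Trim71KO replicate 1 and replicate 3 of the libraries labelled Ago2KO_empty.

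Of the 4 values of the edited genes, 3 kept direction and side of the threshold in every alternative. Ago2 in the libraries labelled Ago2KO_empty ran from −0.90 (without their replicate 2, called) to 0.0210 (without their replicate 3). Of 163 values of named genes, 106 kept both throughout, and 57 changed in at least 1 alternative. Of these, 21 became weaker, 18 stronger and 21 changed sign, some of them in more than 1 of these ways.

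With the length and GC trend removed, Ago2 in Trim71KO (−0.126), Dicer1 in the libraries labelled Ago2KO_empty (−0.177) and Pou5f1 in Trim71KO (0.106) reversed and were called. Reversed without a call in either fit were Ago3 in Trim71KO (−0.0231), Tnrc6b in T6B_WT (−0.126), Tnrc6c in T6B_WT (−0.0647), Tnrc6c in Trim71KO_empty (−0.048), Dicer1 in T6B_WT (−0.134), Pou5f1 in Trim71KO_empty (0.0659) and E2f7 in Ago2KO (−0.0453). So were Mbnl1 in Ago2KO (−0.054), Mbnl1 in T6B_WT (−0.136), Mbd2 in Trim71KO (0.0383), Tgfbr2 in Trim71KO (−0.0513), Lefty1 in Trim71KO (0.00588) and Fbxl5 in T6B_WT (−0.0501).

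Leaving out 1 library reversed the sign of values that were not called, and the ranges over such fits were as follows. They ran for Trim71 in the libraries labelled Ago2KO_empty from −0.141 (without their replicate 2) to 0.0659 (without their replicate 3), Ago2 in Trim71KO from −0.0535 (without Trim71KO replicate 2) to 0.0683 (without W replicate 1) and for Ago2 in Trim71KO_empty from −0.131 (without T6B_MUT replicate 3) to 0.061 (without T6B_MUT replicate 2). They ran for Dicer1 in Trim71KO from −0.0648 (without Trim71KO replicate 2) to 0.0343 (without Trim71KO replicate 3), Dicer1 in the libraries labelled Ago2KO_empty from −0.0126 (without their replicate 2) to 0.208 (without their replicate 3, called) and for Pou5f1 in Trim71KO from −0.0898 (without Trim71KO replicate 3) to 0.0226 (without W replicate 3). They ran for Sox2 in Trim71KO from −0.0222 (without Trim71KO replicate 3) to 0.183 (without Trim71KO replicate 2), E2f7 in Ago2KO from −0.0424 (without Ago2KO replicate 1) to 0.0572 (without Ago2KO replicate 2) and for Mbnl1 in Ago2KO from −0.0202 (without Ago2KO replicate 2) to 0.215 (without Ago2KO replicate 3). They ran for Mbnl1 in T6B_WT from −0.0178 (without T6B_WT replicate 3) to 0.0644 (without T6B_WT replicate 2), Casp2 in Ago2KO from −0.0242 (without Ago2KO replicate 2) to 0.111 (without Ago2KO replicate 3) and for Tgfbr2 in Trim71KO from −0.0127 (without W replicate 1) to 0.135 (without W replicate 3). They ran for Lefty1 in Trim71KO from −0.362 (without Trim71KO replicate 3) to 0.00203 (without Trim71KO replicate 2) and for Fbxl5 in T6B_WT from −0.0116 (without T6B_WT replicate 3) to 0.0646 (without T6B_MUT replicate 3).

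Of 14 sets, 7 kept direction and side throughout. With camera's estimated correlation, adjusted p values over the 14 sets rose to 0.196 for the seed match in Ago2KO, 0.439 for it in T6B_WT and 0.243 for genes higher in Trim71KO (ranges over alternatives 0.000352 to 0.196, 0.0158 to 0.439 and 0.000709 to 0.243). With fry they were 0.0384 for the seed match in Trim71KO and 0.00849 for TRIM71 targets in Ago2KO (ranges 0.0384 to 0.655 and 0.00849 to 0.617). Medians against a matched background were 0.0714 for the seed match in Ago2KO and 0.0757 in T6B_WT, and with the trend removed 0.0282, 0.0307 and, in Trim71KO, −0.0308. Both seed-match calls were lost with the trend removed (camera adjusted p 0.0537 in Ago2KO and 0.342 in T6B_WT). With the trend removed, TRIM71 targets had −0.0453 in Ago2KO and −0.0695 in T6B_WT. Genes lower in Ago2KO by at least 1 had a median of −0.00251 in T6B_WT and were called upward. With 1 library left out, the seed match in T6B_WT ran from 0.0473 (without T6B_WT replicate 3) to 0.0814 and the TRIM71 targets in T6B_WT from −0.0178 (without T6B_WT replicate 3) to 0.0644.

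Spearman's coefficient and the limit to genes with a mean log2 CPM of at least 3 gave correlations of 0.265 and 0.224 for Trim71KO with Ago2KO, 0.057 and 0.080 (reversed) for Trim71KO with T6B_WT, 0.432 and 0.668 for Ago2KO with T6B_WT, 0.504 and 0.630 for Trim71KO with Trim71KO_empty, 0.523 and 0.701 for Ago2KO with the libraries labelled Ago2KO_empty, and 0.121 and 0.131 for Trim71KO with the latter. With 1 library left out they ran from 0.297 to 0.408 (without W replicate 1), 0.274 to 0.321, 0.538 to 0.582 and 0.389 to 0.461 for Trim71KO with Ago2KO, Ago2KO with T6B_WT, Trim71KO with Trim71KO_empty and Ago2KO with the libraries labelled Ago2KO_empty.

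Replicate numbers did not pair the libraries. Of 27 pairs with the same number, 7 had r over 0.1, with a median of 0.0078 against −0.0074 for other pairs. Blocking on the number kept 182 of 186 results and made 3 weaker and 1 stronger. At this depth the median standard error of 0.11 to 0.13 limits the comparisons to changes of that order, and of 0.18 the tests between experiments.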

Other observations

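All tests in this part on the Ago2 level, chromosome 8 and Ccr4, and that with other W libraries for each knockout, were chosen only after the result was seen, and those on splits, simulated unchanged groups and the seed match were set before. The trend removal used on the correlations was chosen after replicates had been seen to differ along gene length, and before the correlations were computed.

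Ago2 counts in the libraries labelled Ago2KO_empty went against the label in replicate 2, which had 166.6 CPM where T6B_MUT had 123 CPM. Unedited cells or RNA mixed into that library more than into the other replicates are argued against by 14 genes. These were called in Ago2KO with an absolute log2 fold change of at least 1 and not called in T6B_WT. The slope of their change from T6B_MUT on their Ago2KO fold changes was in replicate 2 0.969 times the mean of the other replicates. Mixing into all replicates alike cannot be excluded by this ratio, which uses the other replicates as reference. A library of another group under this label is argued against by the same slope, 0.412 in replicate 2, 0.371 in replicate 1 and 0.479 in replicate 3. It was no more than 0.152 in any library of the other groups of Experiment 2. A trend in gene length is argued against by Ago2 lying at percentile 99.2 of genes of its length in the difference of replicate 2 from replicate 3. Replicate 2 also differed most in its counts as a whole. Its chi-square per degree of freedom was 61.1 against replicate 1 and 100.5 against replicate 3, where replicates 1 and 3 gave 27.7. The cause of the Ago2 level stays open, and a biological explanation was not tested.

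Chromosome 8 genes were higher in the Trim71-edited groups of both experiments. A few strongly changed genes are argued against by the 79.5% of chromosome 8 genes that lay above the median of the other chromosomes in Trim71KO. A trend in length and GC content is argued against by a shift of 0.24 after its removal. Gain of chromosome 8 material in part of the cells may explain the shift, since 13 of 13 windows along the chromosome lay above the highest other chromosome in Trim71KO and 11 of 13 did in Trim71KO_empty. By the same count 6 of 13 did in Ago2KO and 6 of 13 in the libraries labelled Ago2KO_empty, where the chromosome as a whole was not raised. It was found and examined on the same RNA data, and no DNA was measured. Fold changes of Cpe, Nkx6-3, Sgcz, Hhip and Rbl2 in these groups could include such a shift.

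Ccr4 rose only in the Trim71-edited groups among the groups compared. Transcription running on from the edited Trim71 locus is a candidate explanation. Ccr4 lies 2216 bases downstream of Trim71 on its strand with 0 genes between them. None of the 24 and 25 other tested genes within 1 Mb of Trim71 changed by 1 or more on the log2 scale and was called in Trim71KO or Trim71KO_empty, and the largest called changes were 0.94 and 0.71. A general effect of losing silencing is argued against by the lowest Ccr4 level of a Trim71-edited library, which was 33.9 times the highest of any library of Ago2KO, T6B_WT or the label Ago2KO_empty, with CPM scaled over all 21 libraries.

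The correlation of both Experiment 1 knockouts was 0.33. The shared control libraries alone are argued against by the correlation with other W libraries for each knockout, so that none was shared, which was 0.129 to 0.221 over 6 choices of libraries, against 0.326 computed in the same way with all of them. How much of the correlation comes from the shared control cannot be told apart from an effect common to both knockouts. Unchanged groups simulated against the shared W libraries gave 0.452 to 0.499, which lies above the observed value, but every fold change was noise there. Fewer control libraries also add noise. A trend in length and GC content is argued against for 2 correlations, since its removal left 0.961 of that between the knockouts and 0.944 of that between Ago2KO and T6B_WT. For Trim71KO with T6B_WT it left 1.51 of a value near 0, −0.06, whose sign changed by Spearman's coefficient, so that this ratio decides nothing.

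The shift of genes with a seed match may come from 3′ UTR length and expression level. Against genes matched on both, the difference was −0.546 of its value in Trim71KO, 0.502 in Ago2KO and 0.568 in T6B_WT, so that it vanished in Trim71KO and the explanation cannot be told apart from a seed effect in the other comparisons, where the ratios lie close to 0.5. Genes with the shuffled heptamer differed by 1.17, 0.427 and 0.504 times as much. Against matched genes, the log2 differences were −0.0273, −0.0213 and 0.000802 for the shuffled heptamer and −0.0212, 0.0376 and 0.0415 for the seed match in Trim71KO, Ago2KO and T6B_WT. The shift of the shuffled heptamer did not remain there, but the seed match was not called there either. An effect of any heptamer of this composition and a seed effect cannot be told apart.

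Of the 10 splits of the 6 libraries compared, 1 gave as many genes in each of the 7 comparisons of groups, the real split itself. For the sets, 1 of the 10 splits gave as large a median, except for the seed match in Trim71KO with 2 splits and the TRIM71 targets in T6B_WT with 6. With 3 against 3 libraries this share is never under 0.1.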
